A study of Mus musculus with 42 samples. Its data were reported in "Sox2 levels regulate the chromatin occupancy of WNT mediators in epiblast progenitors responsible for vertebrate body formation" (2022).

How the data were processed

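Chromatin immunoprecipitation followed by sequencing was analysed in mouse epiblast-like cells collected at 72 h. The series held 42 samples, of which 30 immunoprecipitated libraries with a peak list were used. The 12 input samples were not analysed here. SOX2, β-catenin and LEF1 were each measured in 3 libraries from wild-type cells (WT), cells without Cdx1, Cdx2 and Cdx4 (CdxKO) and cells without T (T/BraKO), all given CHIR99021 (CHIR) for the last day. SOX2 was also measured in 3 WT libraries without it (noCHIR), which made 10 groups. Per the labels, the replicates were independent biological replicates. Genotype was carried by different cell lines, so line and genotype could not be separated.

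Per the paper, the authors ran the nf-core chipseq pipeline on single-end reads: adapters were trimmed with Trim Galore, reads were aligned to mm10 with BWA and filtered with SAMtools, BAMTools and picard, and narrow peaks were called with MACS at its default q. One list was deposited per library. Which input served as control for which library was not given in the sources used here. The deposited ratio is the fold enrichment of reads at the summit over the local background that MACS estimated. The deposited −log10 p and −log10 q describe the same summit, and the lowest −log10 q of a list lay between 1.30 and 1.34. The deposited score is a whole number derived from −log10 q and was not used here. The deposited summit position, counted in bp from the peak start, gave the centre of each window. No read counts were used, so the count-based comparison of the study could not be repeated.

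Peaks on the autosomes, X and Y were kept. In each list they were ranked by −log10 q, then −log10 p, then fold enrichment, then position. Because the deposited lists held 26940 to 1008922 peaks, the 20000 best of each were compared, except for the number of peaks itself. Peaks of all libraries of a factor that overlapped by at least 1 bp were merged into regions, and a region counted as called in a library that had a peak in it. Similarity of 2 libraries was the Jaccard index of their called regions.

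The mouse genome GRCm38.p6 and the basic GENCODE M21 annotation, both of the build of the lists, were used. Motifs were searched on both strands within 100 bp of the summit: YMATAAA for CDX, AGGTGTGA for T-box, CCWTTGT for SOX and CTTTGAW for TCF/LEF, with 3066306, 108316, 1084226 and 1321876 matches in the genome. The same windows moved by 1000 bp gave the background. A summit within 1000 bp of a transcription start site was called a promoter summit. Each of the 4 Hox clusters ran from its first to its last Hox gene, extended by 10000 bp.

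There were 7 comparisons: SOX2 with CHIR against noCHIR, and WT against CdxKO and against T/BraKO for each of the 3 factors. Group means of log10 peak number, motif share, promoter share and Hox peaks were compared with two-sided exact permutation tests, which cannot give a p below 0.1 for 3 against 3 libraries. Similarity within groups minus similarity between groups was tested one-sided over the 10 splits, again with 0.1 as the smallest p. Genotype was tested by permutational analysis of variance on Jaccard distances, exact over the 280 partitions of 9 libraries, and 1 mutant against the other two genotypes over 84 splits. Benjamini-Hochberg adjustment covered 11 motif tests, 6 tests of 1 mutant against the others, and otherwise the tests of 1 kind. The threshold was 0.05. No covariate was used.

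Consensus regions were those called in at least 2 of 3 libraries of a group. Co-occupancy was the percentage of SOX2 consensus regions that overlapped one of β-catenin or LEF1 by more than 10% of the shorter region, set beside 100 random moves of the regions within their chromosome. Shared losses were given as odds ratios over regions called in all 3 WT libraries of both factors, with 0.5 added to each count and without a p because regions are not replicates. Intervals are 95% intervals.

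Genes were named by a rule fixed in advance. The deleted genes T, Cdx1, Cdx2 and Cdx4 came first, then Tbx6, Hoxb8, Hoxb9, Meis3, Nodal, Klf2, Sox2 and Fgf5, each extended by 10000 bp. In each comparison the region with the best mean rank among those called in 3 of 3 libraries of one group and 0 of 3 of the other was added in each direction, with its nearest gene.

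Read depth was not measured. It was inferred from the fold enrichment and −log10 p of 4000 peaks per library, which fix the background reads per fragment length under the formulas of MACS. The background was multiplied by a genome size of 1870000000 bp and divided by the shortest peak width of the list (98 to 135 bp), taken as the fragment length. In 29 libraries at least 99.975% of the sampled peaks were solved to 0.001 in −log10 p. In replicate 3 of SOX2 in T/BraKO only 0.575% were, and a treatment scaled by 0.833 was assumed. The implied depth was 10.5 to 28.7 M reads. It rests on these assumptions and gives no error for a single peak. Correlations with it used all orders of the libraries below 10 libraries and 100000 drawn orders otherwise.

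The alternatives were the 5000 best peaks, full lists, full lists at q of 0.001 or less, ranking by fold enrichment, windows around summits in place of peaks, omission of each replicate in turn, and replicate number as a block. Further ones were motif windows of 50 bp, shorter motifs, subtraction of the moved windows, overlap of more than 50%, consensus in 3 of 3 libraries and a looser definition of loss. Leaving out peaks of the shortest width was added after the widths had been seen. Among 435 pairs of libraries at most 8 intervals were identical, so no list was a copy of another.

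The scripts' statistics were tested on simulated data. Of 200 regions planted in each direction among 60000, all 200 were recovered. The planted regions had the searched pattern of calls by construction. Their recovery therefore checks the counting, and not how many other regions meet the pattern by chance. The genotype test had p below 0.05 in 4 of 100 sets without a difference and in 100 of 100 with 200 planted regions, and the smallest p of 3 against 3 was reached in 8 and 100 of 100. The motif search found 907 of 907 planted windows among 5000, the depth formulas solved 2000 of 2000 peaks, and co-occupancy counted 4066 of 4066 overlaps. An odds ratio of 8.14 was estimated as 8.44. Python 3.11.15 was used with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9.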

Results

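Genome-wide binding of SOX2, β-catenin and LEF1 was mapped by chromatin immunoprecipitation followed by sequencing (ChIP–seq) in HM1 TetON cells, a mouse embryonic stem cell line of 129 background, and in mutant lines derived from it. SOX2 is a transcription factor of pluripotent and neural cells. β-catenin is the transcriptional effector of WNT signalling, and LEF1 is a DNA-binding partner of β-catenin. The cells were differentiated to epiblast-like cells in FGF and LGK974, a compound that blocks WNT secretion, and were collected at 72 h. CHIR99021, which activates WNT signalling inside the cell, was either added for the last part of the culture (CHIR) or left out (noCHIR). The cells were wild type (WT), mutant for Cdx1, Cdx2 and Cdx4 (CdxKO) or mutant for T/Bra (T/BraKO). The 30 libraries formed 10 groups of 3 replicates. All 3 genotypes were profiled for all 3 factors with CHIR, and SOX2 was also profiled in WT noCHIR. Of the 42 samples of the series, the 12 input samples were not analysed here. The comparisons asked whether WNT activation changes where SOX2 binds, and whether CDX factors and T/BRA direct SOX2, β-catenin and LEF1 to the genome.

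Each library was represented by the list of peaks that the authors called in that library alone. Fold enrichment, p and q of a peak were the authors' own values. They served to rank and filter peaks within a list, and fold and p also served to infer read totals. The lists held between 26940 peaks (T/BraKO SOX2 replicate 3) and 1008922 peaks (WT CHIR SOX2 replicate 1). Together their peaks covered between 5.31 and 165 Mb per library, at a mean fold enrichment of between 4.46 and 6.99. The lists gave no read totals. A read total was therefore implied from the background that each peak's fold and p require, which gave between 10.5 M (WT CHIR LEF1 replicate 2) and 28.7 M (T/BraKO SOX2 replicate 3) reads. The WT CHIR SOX2 libraries had 501560 ± 441396 peaks (SD, n = 3) at 16.4 ± 4.10 M implied reads, and the noCHIR libraries had 123885 ± 67554.5 peaks at 22.9 ± 2.13 M. The WT β-catenin libraries had 205886 ± 230490 peaks at 19.6 ± 4.03 M, and the WT LEF1 libraries 503614 ± 289558 peaks at 13.6 ± 3.76 M. Because list length varied this much between replicates, peak sets were compared over the 20000 best peaks of each list.

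**Figure D1:**
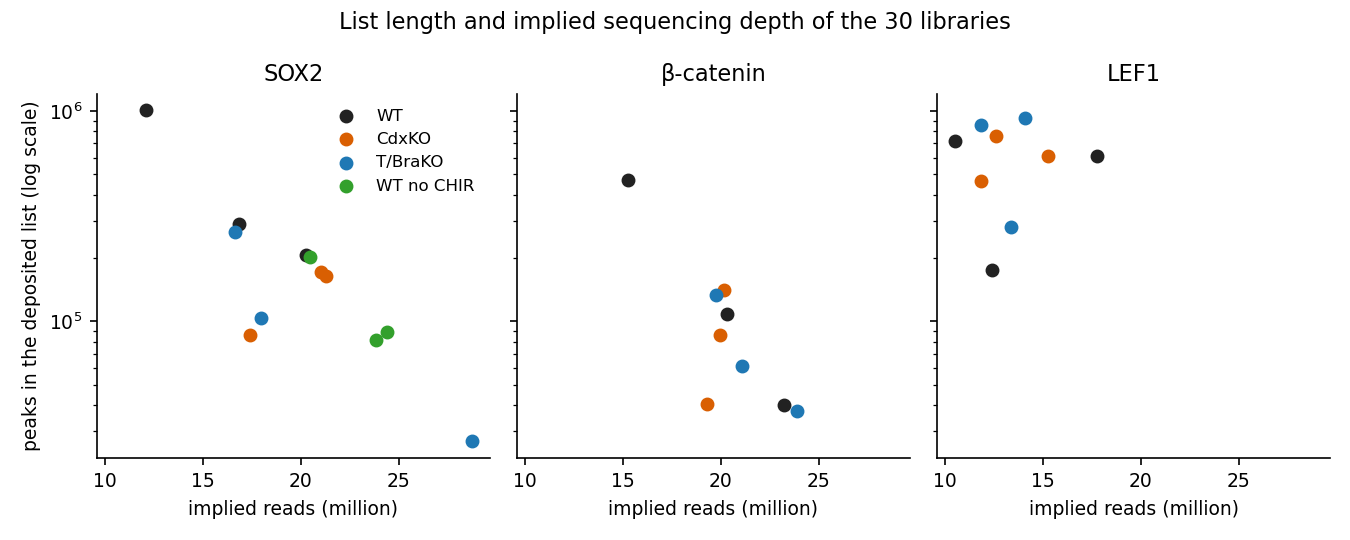
Number of peaks in each deposited list (log scale) against the implied number of reads (in M) for SOX2, β-catenin and LEF1, with 1 point per library and colours for the groups. The longest SOX2 and β-catenin lists (1008922 and 469083 peaks) came from the libraries with the lowest implied reads of those factors (12.1 and 15.3 M), and the shortest SOX2 list (26940 peaks) from the library with the highest (28.7 M).

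Every WT CHIR SOX2 list was longer than every noCHIR and every CdxKO SOX2 list. With 3 libraries against 3, the two-sided exact permutation test has 20 assignments and cannot go below p = 0.1. The mean log10 number of peaks was 5.59 ± 0.363 (SD, n = 3) in WT CHIR and 5.05 ± 0.218 in WT noCHIR for SOX2, a difference of 0.539 (exact p = 0.1; Benjamini-Hochberg adjusted p = 0.35 over 7 comparisons). The alternative that moved this difference most was leaving out WT CHIR SOX2 replicate 1, which lowered it to 0.334. The WT SOX2 lists exceeded the CdxKO lists by 0.465 on the log10 scale (exact p = 0.1, adjusted p = 0.35). The remaining 5 comparisons gave exact p between 0.2 and 0.7. For β-catenin and LEF1 the sign of the difference from either mutant depended on WT replicate 3, which held the longest β-catenin list (469083 peaks) and the shortest LEF1 list (175430 peaks).

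Whether WNT activation changed the SOX2 peak set was tested by the overlap of the lists, as the Jaccard index (regions called in both lists divided by regions called in either). The index averaged 0.0886 between WT CHIR lists, 0.371 between WT noCHIR lists and 0.134 between a list of each group. The mean within groups exceeded the mean between groups by 0.0956, the largest value of the 10 splits of the 6 libraries (one-sided exact p = 0.1, the smallest possible; adjusted p = 0.117 over 7 comparisons). WT CHIR lists thus overlapped each other less than they overlapped noCHIR lists, so the excess came from the noCHIR group. Full lists moved the excess most, to 0.0424 (exact p = 0.1). Among 76008 merged regions, 1589 were called in all 6 libraries. A further 111 regions were called in 3 of 3 CHIR libraries and in 0 of 3 noCHIR libraries, and 2955 were called the other way round. With the full deposited lists in place of the 20000 best peaks, the number only in CHIR was 2693 and that only in noCHIR 2717, so the imbalance was gone. Of the 111 regions, 40 were in none of the full noCHIR lists and 15 were in all 3, below the 20000 best peaks. Of the 2955 regions, 556 were in none of the full CHIR lists and 387 were in all 3. The best-ranked region only in CHIR lay on chromosome 5 at 146919553 to 146921185 (mm10), 28413 bp upstream of Gtf3a, and all 3 full noCHIR lists held a peak there. The best-ranked region only in noCHIR lay on chromosome 2 at 46506895 to 46507710. Its nearest gene was Zeb2 at a distance of 1389826 bp, and 0 of the 3 full CHIR lists called it.

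All 3 genotypes were then compared together for each factor, because 9 libraries allow 280 partitions and an exact p down to 0.00357. Genotype accounted for 27.2% of the squared Jaccard distance between SOX2 lists (exact p = 0.0143, adjusted p = 0.0143 over 3 factors). The share was 28.7% for β-catenin and 25.3% for LEF1, each the largest value of all partitions (exact p = 0.00357, adjusted p = 0.00536). The mean over all partitions is 25%, so the excess was small, and for LEF1 it was 25.3% against 25%. Among alternatives that kept all 9 libraries, the 5000 best peaks moved the SOX2 share most, to 29.3% (exact p = 0.00357). Full lists gave 26.1% for SOX2 (exact p = 0.0964), 25.1% for β-catenin (exact p = 0.382) and 24.8% for LEF1 (exact p = 0.757), so none of the 3 passed 0.05. The lists of WT, CdxKO and T/BraKO overlapped within their own group by a mean index of 0.0886, 0.244 and 0.218 for SOX2, of 0.206, 0.217 and 0.298 for β-catenin, and of 0.0273, 0.0410 and 0.0233 for LEF1. The test responds to such differences in spread between groups as well as to differences in position.

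**Figure D2:**
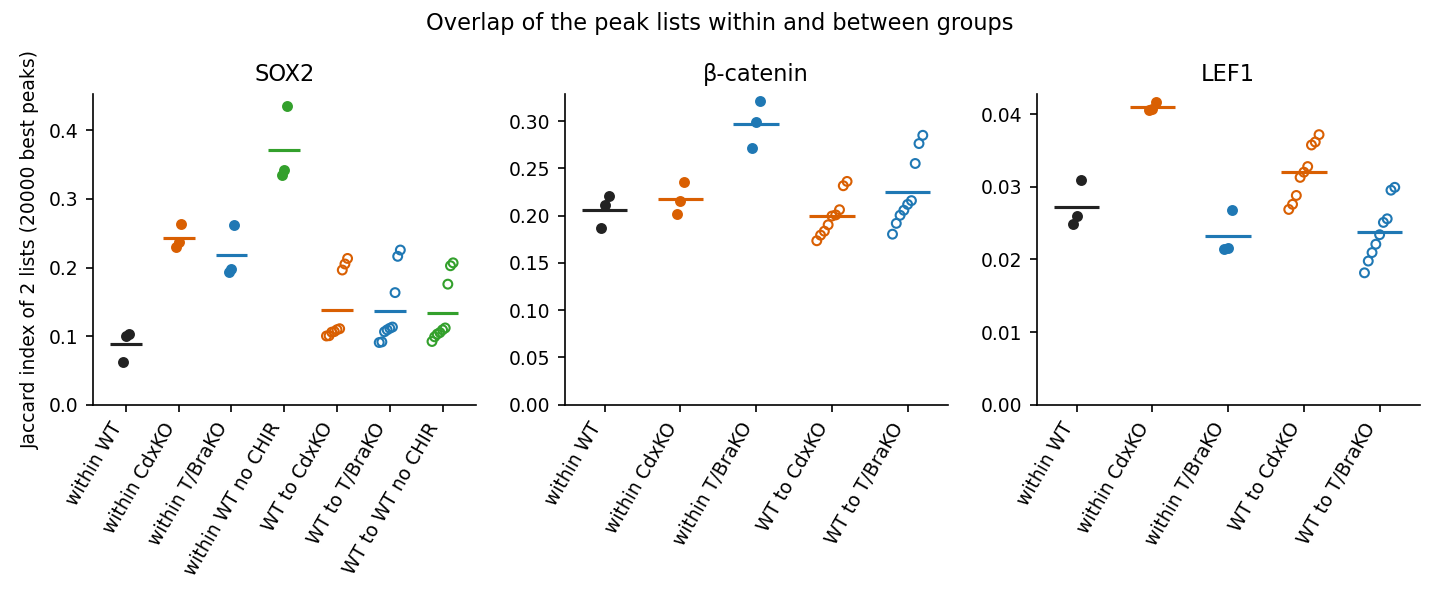
Jaccard index of each pair of lists (20000 best peaks), with filled points for pairs within a group, open points for pairs of a WT and another list and bars for the mean. The vertical scales of the 3 factors differ: SOX2 pairs within WT average 0.0886, below the mean of the WT to CdxKO pairs (0.139), whereas LEF1 pairs with CHIR lie between 0.0182 and 0.0417.

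For the effect of CDX factors, WT was compared with CdxKO under CHIR. The excess of the overlap within groups over that between groups was 0.0275 for SOX2, 0.0115 for β-catenin and 0.00208 for LEF1. Each was the largest of the 10 splits (one-sided exact p = 0.1, adjusted p = 0.117). In the full lists the β-catenin and LEF1 values changed sign, to −0.00514 and −0.00101. Without any one library the 3 values kept their sign. Regions called in 3 of 3 WT and 0 of 3 CdxKO libraries numbered 48 for SOX2, 377 for β-catenin and 38 for LEF1. The opposite pattern was found at 777, 240 and 108 regions, and 1702, 3626 and 417 regions were called in all 6 libraries. Full lists turned the balance round for SOX2, with 2408 regions only in WT and 808 only in CdxKO, and leaving out WT replicate 2 raised the 48 to 362. For β-catenin (892 and 319) and LEF1 (1866 and 5512) full lists kept the direction. Of the regions only in WT, 16 SOX2, 169 β-catenin and 3 LEF1 regions were in none of the full CdxKO lists, and 5, 15 and 10 were in all 3 of them. Of the 777 SOX2 regions only in CdxKO, 54 were in none of the full WT lists and 227 in all 3. Most of these regions were thus called in at least 1 full list of the other group. The best-ranked β-catenin region only in WT lay on chromosome 7 at 16173993 to 16175029, with the summit 856 bp upstream of the gene start of Meis3, and 1 of the 3 full CdxKO lists held a peak there. For SOX2 the best-ranked region only in WT was in an intron of Rbfox3 (chromosome 11, 118695047 to 118695700), which 2 full CdxKO lists also called. For LEF1 it was in an intron of Acvr1b (chromosome 15, 101182478 to 101183142), again in 2 full CdxKO lists. The best-ranked regions only in CdxKO were in introns of Gria4 for SOX2 (chromosome 9, 4459994 to 4460457) and of Tecrl for β-catenin (chromosome 5, 83351714 to 83352036), and 156960 bp upstream of Mme for LEF1 (chromosome 3, 63084206 to 63084768). Each was held by 1 full WT list.

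The same comparison with T/BraKO asked for the effect of T/BRA. The excess overlap within groups was 0.0168 for SOX2 (one-sided exact p = 0.2, adjusted p = 0.2), 0.0269 for β-catenin and 0.00142 for LEF1 (exact p = 0.1, adjusted p = 0.117 for both). The LEF1 value changed sign to −0.00206 in the full lists. Without any one library the 3 values kept their sign. Regions called only in WT numbered 37, 419 and 106 for SOX2, β-catenin and LEF1, and regions called only in T/BraKO numbered 595, 562 and 29. Full lists turned the balance round for all 3 factors, with 2789, 660 and 1852 regions only in WT and 299, 552 and 5372 only in T/BraKO. All 6 libraries called 1693, 3866 and 271 regions. Of the regions only in WT, 11 SOX2, 237 β-catenin and 8 LEF1 regions were in none of the full T/BraKO lists. Of the 595 SOX2 regions only in T/BraKO, 45 were in none of the full WT lists and 185 in all 3. The best-ranked β-catenin region only in WT lay on chromosome 3 at 17893260 to 17893938, 54891 bp upstream of Cypt12, and 0 of the 3 full T/BraKO lists held it. The best-ranked region only in WT was 26936 bp upstream of Gpr37l1 for SOX2 (chromosome 1, 135194380 to 135194839; held by 1 full T/BraKO list) and in an intron of Vmn2r2 for LEF1 (chromosome 3, 64121578 to 64122394; held by all 3). The best-ranked regions only in T/BraKO lay 6252 bp downstream of Olfr1339 for SOX2 (chromosome 4, 118742979 to 118743394), in an intron of Arhgef3 for β-catenin (chromosome 14, 27360319 to 27360643) and in an intron of Cdk6 for LEF1 (chromosome 5, 3453825 to 3454415). Full WT lists held these 3 regions in 1, 3 and 2 libraries.

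Sequence at the summits was used to ask whether sites of the deleted factors were lost. The share of the 20000 best peaks with a CDX motif (YMATAAA, with Y for C or T and M for A or C) within 100 bp of the summit was 15.4 ± 0.600% (SD, n = 3) in WT and 10.3 ± 0.781% in CdxKO SOX2 lists. It was 14.0 ± 1.03% and 9.59 ± 0.451% in β-catenin lists, and 14.9 ± 0.608% and 13.6 ± 0.187% in LEF1 lists. All 3 WT libraries lay above all 3 CdxKO libraries for each factor (two-sided exact p = 0.1, the smallest possible; adjusted p = 0.138 over 11 motif tests). For SOX2 the alternative that moved the difference of 5.00 percentage points most was the full lists, with 2.71, and for LEF1 the full lists changed its sign (−0.0866). The same windows moved by 1000 bp held the motif in 17.1 ± 0.639% (WT) and 16.2 ± 0.265% (CdxKO) of cases for SOX2. For β-catenin and LEF1 they held it in 16.5 to 17.7%. The motif was thus no more frequent at summits than in moved windows in any of these groups. The moved windows were not matched for base composition, so they cannot exclude enrichment over windows of like composition. With the T/BraKO lists on the side of WT, the 84 assignments of 9 libraries allowed a smaller p. The CdxKO share was below that of the other 6 libraries, with a difference of −4.28 percentage points for SOX2, −4.54 for β-catenin and −1.13 for LEF1 (two-sided exact p = 0.0119, the smallest possible; adjusted p = 0.0238 over 6 tests). In the full lists these differences were −1.88 (exact p = 0.0952), −2.39 (exact p = 0.0595) and 0.0197 (exact p = 0.988). This was the alternative that moved the SOX2 value most.

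**Figure D3:**
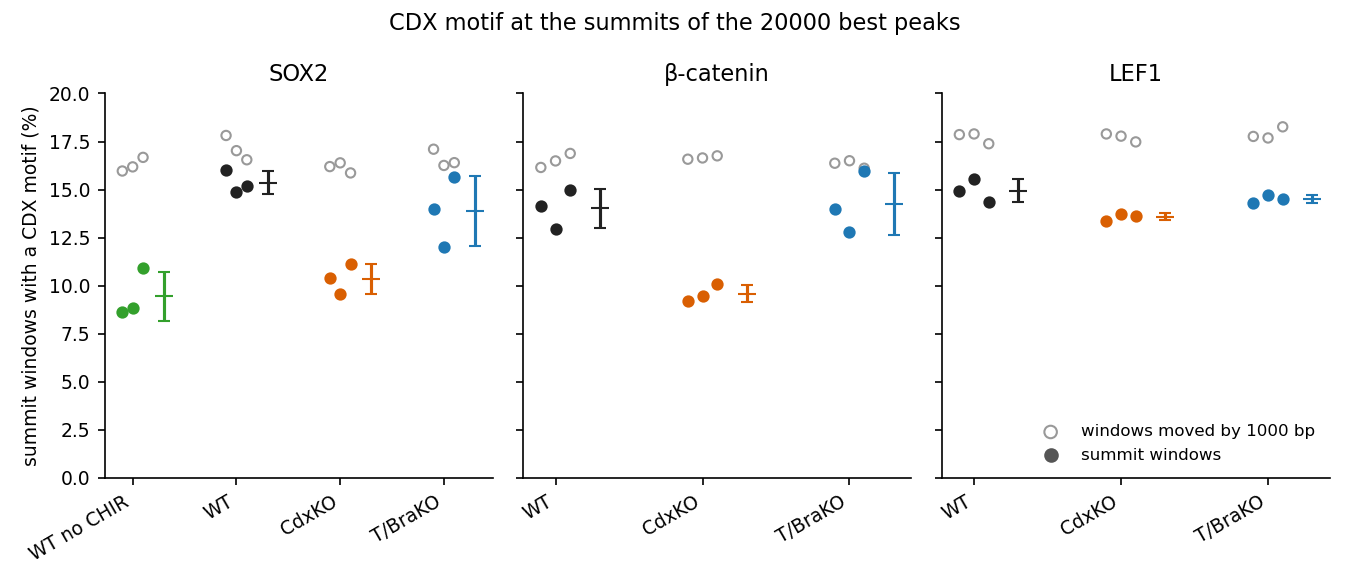
Percentage of the 20000 best peaks of each library with a CDX motif within 100 bp of the summit (filled points, with mean ± SD beside them) and in the same windows moved by 1000 bp (open points), by factor and group. The CdxKO libraries lie below the WT and T/BraKO libraries for all 3 factors, with means of 10.3, 9.59 and 13.6%, and the SOX2 noCHIR libraries average 9.45%.

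Among single regions the CDX motif followed the pattern of calls. It lay within 100 bp of the summit in 27 of the 48 SOX2 regions called only in WT (56.3%, 95% Wilson interval 42.3 to 69.3%), in 177 of the 377 β-catenin regions (46.9%, 42.0 to 52.0%) and in 17 of the 38 LEF1 regions (44.7%, 30.1 to 60.3%). Regions called in all 6 WT and CdxKO libraries held it in 9.22% (7.94 to 10.7%), 8.80% (7.92 to 9.76%) and 8.15% (5.89 to 11.2%) of cases. Regions called only in CdxKO held it in 5.92% (4.47 to 7.81%), 9.17% (6.13 to 13.5%) and 5.56% (2.57 to 11.6%). These intervals cover counting error only, and regions are not replicates.

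**Figure D4:**
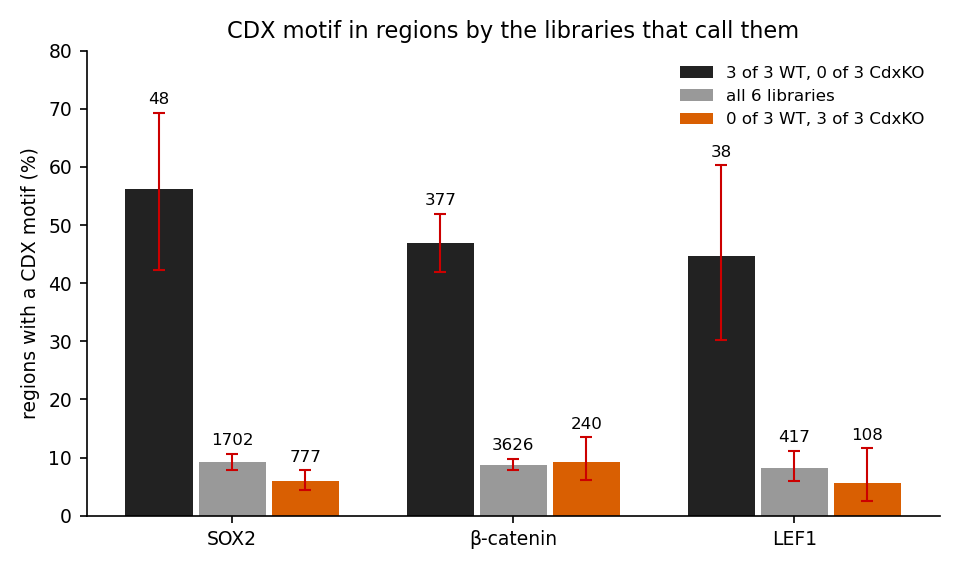
Percentage of regions with a CDX motif within 100 bp of the summit, for regions called in 3 of 3 WT and 0 of 3 CdxKO libraries (black), in all 6 (grey) and in 0 of 3 WT and 3 of 3 CdxKO libraries (orange). Red bars are 95% Wilson intervals and the number of regions is printed over each bar. The black bars (56.3, 46.9 and 44.7%) stand above the others for each factor.

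The T-box motif (AGGTGTGA) was rare. WT β-catenin lists held it in 1.55 ± 0.199% (SD, n = 3) and T/BraKO lists in 1.16 ± 0.214% of summit windows (two-sided exact p = 0.1, adjusted p = 0.138). Moved windows held it in 0.913 ± 0.0236% and 0.857 ± 0.112%. Against WT and CdxKO together, the T/BraKO difference was −0.493 percentage points for β-catenin (two-sided exact p = 0.0238, adjusted p = 0.0357), −0.113 for SOX2 (exact p = 0.238, adjusted p = 0.238) and −0.124 for LEF1 (exact p = 0.131, adjusted p = 0.157). The β-catenin call was lost with the 5000 best peaks (exact p = 0.0714), with full lists (exact p = 0.345) and without any one of the 9 libraries. The difference kept its sign in each of these omissions. Leaving out a T/BraKO library raises the smallest possible p, so the loss of the call there is partly set by the design. The WT shares for SOX2 and LEF1 were within 0.0683 and 0.0400 percentage points of those in T/BraKO (exact p = 0.5 for both).

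In the comparison of SOX2 with and without CHIR, the SOX motif (CCWTTGT, W for A or T) was found in 17.1 ± 3.41% (SD, n = 3) of CHIR and 29.9 ± 3.37% of noCHIR summit windows, against 7.22 ± 0.270% and 7.07 ± 0.0705% in moved windows. The CDX motif was found in 15.4 ± 0.600% and 9.45 ± 1.28%, and the TCF/LEF motif (CTTTGAW) in 11.4 ± 1.20% and 9.76 ± 0.284%. In these 3 tests the groups did not overlap (two-sided exact p = 0.1, adjusted p = 0.138). The T-box motif was found in 0.993 ± 0.146% and 0.740 ± 0.115% (exact p = 0.2, adjusted p = 0.244). As a control, the SOX motif was also compared between WT and CdxKO SOX2 lists. It was lower in WT there as well, at 17.1 ± 3.41% against 24.8 ± 1.82% (exact p = 0.1, adjusted p = 0.138).

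Hox genes are markers of posterior identity, and peaks in the 4 Hox clusters, each extended by 10000 bp, were therefore counted. WT β-catenin lists had 70.7 ± 13.4 such peaks (SD, n = 3) and CdxKO lists 45 ± 9.54 (two-sided exact p = 0.1; adjusted p = 0.4 over 4 tests). For SOX2 the numbers were 60 ± 23.8 in WT, 57 ± 6.56 in CdxKO (exact p = 0.9) and 40.7 ± 8.50 in noCHIR (exact p = 0.2), and for LEF1 25.3 ± 7.37 in WT and 18.7 ± 7.02 in CdxKO (exact p = 0.3). Full lists moved the β-catenin difference of 25.7 peaks most, to 100.3. The SOX2 difference of 3 from CdxKO rested on WT replicate 3, with 87 peaks against 42 and 51 in the other WT libraries, and was −10.5 without it.

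Summits within 1000 bp of a transcription start site made up 14.9 ± 3.81% (SD, n = 3) of WT CHIR SOX2 lists, 18.4 ± 2.17% of noCHIR lists (two-sided exact p = 0.3, adjusted p = 0.525 over 7 tests) and 20.3 ± 0.537% of CdxKO lists (exact p = 0.1, adjusted p = 0.525). The first of these differences, −3.55 percentage points, moved most and changed sign with the 5000 best peaks (4.05). The other 5 comparisons gave exact p between 0.2 and 0.9. Promoter shares were between 13.4 and 15.4% in the β-catenin groups and between 6.89 and 7.87% in the LEF1 groups.

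Co-occupancy of SOX2 with the WNT effectors was measured over regions called in at least 2 of 3 libraries. In WT, 47.4% of 5639 SOX2 regions (95% Wilson interval 46.1 to 48.7%) overlapped a β-catenin region by more than 10% of the shorter region. The share was 36.3% of 11345 regions in CdxKO (35.4 to 37.2%) and 46.4% of 10544 in T/BraKO (45.5 to 47.4%). Random placement of the SOX2 regions gave 0.518, 0.488 and 0.605%. The regions were placed anywhere on their chromosome and not only in open chromatin. This baseline therefore cannot show that the overlap is particular to these factors. Full lists moved the WT share most, to 12.7% of 97122 regions. The full lists gave 27.3% in CdxKO and 39.0% in T/BraKO, so that WT went from the highest to the lowest share. LEF1 regions overlapped 12.1% (11.3 to 13.0%), 11.2% (10.6 to 11.8%) and 8.31% (7.80 to 8.85%) of the SOX2 regions of WT, CdxKO and T/BraKO. With full lists the LEF1 shares were 9.76, 26.8 and 27.8%, again lowest in WT. Each genotype gave 1 value, so these shares were not tested, and the number of SOX2 regions differed between genotypes.

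Loss of SOX2 and of β-catenin in the mutants was then compared at the same places. Of 1008 regions called in all WT libraries of both factors, 14 were called in no CdxKO library of either, against 0.810 if the losses were independent (odds ratio 65.0, 95% interval 26.2 to 161). For T/BraKO it was 7 regions against 0.238 (odds ratio 91.4, 28.3 to 295). Full lists moved the CdxKO odds ratio to 13.0, and counting regions left in at most 1 mutant library moved it to 13.2. For pairs with LEF1, between 1 and 6 regions were lost for both factors. No p-value is given because regions are not replicates, and the intervals cover counting error only. Regions were not matched for rank. A weak region can fall below the cut for both factors, so independence is not a neutral baseline. The odds ratios therefore do not separate a joint loss from shared weakness.

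At the deleted genes themselves, peaks do not test the deletions, since they can lie outside the deleted sequence. SOX2 and β-catenin peaks were called at T, Cdx1 and Cdx2 (gene body extended by 10000 bp) in all libraries of all groups. LEF1 peaks were called at Cdx1 and Cdx2 in all 9 LEF1 libraries, and at T in 1 WT, 2 CdxKO and 1 T/BraKO library. At T, the β-catenin region called in all 9 libraries lay on chromosome 17 at 8433378 to 8434783, with its summit 238 bp upstream of the gene start. At Cdx4, SOX2 peaks were called in 2 WT, 2 CdxKO, 1 T/BraKO and 0 noCHIR libraries, and β-catenin peaks in 2 WT, 2 CdxKO and 3 T/BraKO libraries.

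Among the other loci fixed in advance, the SOX2 or β-catenin region called in most libraries differed by at least 2 libraries between groups at Meis3, Nodal, Fgf5, Tbx6, Klf2 and Hoxb8. The β-catenin region upstream of Meis3 was called in 3 of 3 WT, 0 of 3 CdxKO and 3 of 3 T/BraKO libraries, and a SOX2 region at the same place (16173979 to 16174460) in 2 of 3, 0 of 3, 3 of 3 and, in noCHIR, 0 of 3 libraries. At Nodal, a SOX2 region 1142 bp upstream of the gene start (chromosome 10, 61415615 to 61417137) was called in all 9 CHIR libraries and in 0 of 3 noCHIR libraries. At Fgf5, a SOX2 region in an intron (chromosome 5, 98255693 to 98256353) was called in 1 WT CHIR, 3 CdxKO, 2 T/BraKO and 3 noCHIR libraries. At Tbx6, a β-catenin region whose summit lay in a UTR (chromosome 7, 126784889 to 126785720) was called in 3 WT, 3 CdxKO and 1 T/BraKO library. At Klf2, a SOX2 region 2804 bp upstream of the gene start (chromosome 8, 72316069 to 72316682) was called in 1 WT CHIR library and in 3 of 3 libraries of each other group. At Hoxb8, a β-catenin region with its summit in an intron of Hoxb9 (chromosome 11, 96271580 to 96273287) was called in 3 WT, 1 CdxKO and 3 T/BraKO libraries. Counting any peak within the extended gene, SOX2 peaks at Klf2, Sox2, Hoxb8 and Hoxb9 were called in all libraries of every group, and so were β-catenin peaks at Sox2, Hoxb8, Hoxb9, Nodal and Fgf5, although not always in the same region. LEF1 peaks near Nodal were called in 3 WT, 0 CdxKO and 1 T/BraKO library. In the same order the LEF1 counts were 2, 3 and 0 at Klf2, 1, 0 and 3 at Hoxb8, and 1, 2 and 3 at Hoxb9. They were 2, 3 and 1 at Tbx6, 2, 1 and 1 at Meis3, 2, 1 and 3 at Sox2, and 1, 1 and 0 at Fgf5. The LEF1 counts thus had no common direction. These counts refer to the 20000 best peaks, and a region outside them can still be in the full list.

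**Figure D5:**
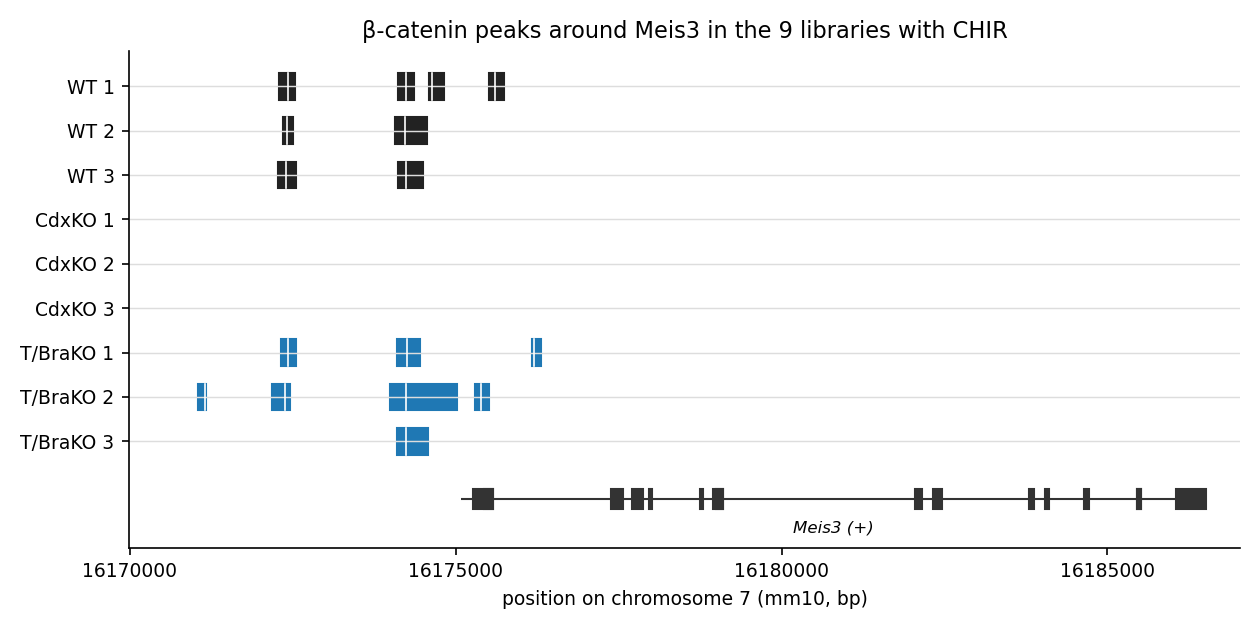
Peaks of β-catenin (20000 best peaks) around Meis3 on chromosome 7 of mm10, with 1 line per CHIR library, boxes for peaks, a white tick for each summit and the gene record with its exons (dark boxes) at the bottom. The region at 16173993 to 16175029 is called in 3 of 3 WT and 3 of 3 T/BraKO libraries and in 0 of 3 CdxKO libraries.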

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

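All alternatives were chosen before the data were examined, except the removal of peaks of the shortest width, which was chosen after the widths had been seen, and the weighting of groups named below. Causes were tested only where a value is given for them; for every other changed result the cause was not tested. A test counted as past its threshold when its p, adjusted where a family was named, was below 0.05. A test of 3 libraries against 3 cannot pass it, so for those only the direction is informative.

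Most alternatives left the direction of motif shares as it was: 139 of 143 recomputed values kept it. For peaks per library it was 52 of 56, for promoter shares 53 of 63, for Hox peaks 33 of 36 and for the excess overlap within groups 85 of 91. Counts of regions were the least stable. Of 84 recomputed counts of regions only in WT, 43 stayed within 1.5 times, and so did 43 of 84 counts of regions only in the other group.

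Full lists changed most. They gave 2693 (against noCHIR), 2408 (against CdxKO) and 2789 (against T/BraKO) SOX2 regions only in WT CHIR, and 299 only in T/BraKO. For β-catenin they gave 892 and 660 only in WT against CdxKO and T/BraKO, and for LEF1 1866 and 1852. LEF1 regions only in CdxKO and only in T/BraKO rose to 5512 and 5372. The excess overlap within groups reversed for β-catenin and LEF1 against CdxKO (−0.00514 and −0.00101) and for LEF1 against T/BraKO (−0.00206). The genotype shares were 26.1% (p = 0.0964), 25.1% (p = 0.382) and 24.8% (p = 0.757) for SOX2, β-catenin and LEF1 by the exact test. Against the 20000 best peaks, the side with more regions changed for SOX2 in both mutants and for β-catenin and LEF1 in T/BraKO. Lists of different lengths enter these values, so that list length and genotype are mixed in them. Reversals were also seen for the LEF1 CDX share (−0.0866), the SOX2 T-box share (−0.0115), LEF1 Hox peaks (−28) and the LEF1 promoter share against CdxKO (0.120). Against the other two genotypes, the CdxKO difference in CDX share was −1.88 for SOX2 and −2.39 for β-catenin, no longer past the threshold, and 0.0197 for LEF1, reversed. The T-box difference for β-catenin was −0.119. Co-occupancy with β-catenin and LEF1 was 12.7 and 9.76% in WT, 27.3 and 26.8% in CdxKO, and 39.0 and 27.8% in T/BraKO, with 97122, 38371 and 28040 SOX2 regions. WT thus went from the highest to the lowest share for β-catenin and for LEF1. The odds ratios of shared SOX2 and β-catenin losses were 13.0 in CdxKO and 14.5 in T/BraKO.

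Full lists at q of 0.001 or less gave 1503, 1385 and 1600 SOX2 regions only in WT CHIR in the same order, and 279 only in T/BraKO. They gave 742 β-catenin regions only in WT against CdxKO, 905 and 893 LEF1 regions only in WT, and 2213 and 2522 LEF1 regions only in CdxKO and T/BraKO. The 3 reversed overlap values were −0.00472, −0.000999 and −0.00132, and the genotype shares were 26.2% (p = 0.0786), 25.3% (p = 0.314) and 24.9% (p = 0.689), exact test.

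The 5000 best peaks gave 947, 224 and 161 SOX2 regions only in noCHIR, CdxKO and T/BraKO, 102 and 140 β-catenin regions only in CdxKO and T/BraKO, and 65 LEF1 regions only in CdxKO. Only in WT against CdxKO they gave 216 β-catenin and 17 LEF1 regions. Shorter lists hold fewer regions by construction. Promoter differences reversed for SOX2 against noCHIR (4.05) and T/BraKO (0.280) and for β-catenin (0.840) and LEF1 (−0.0267) against T/BraKO. The T-box difference for β-catenin was −0.773 (exact p = 0.0714) and lost its call.

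Other settings changed single results. Windows of 50 bp reversed the SOX2 T-box share (−0.00333), and subtracting moved windows reversed the LEF1 T-box share (−0.00333). The shorter T-box consensus brought the LEF1 difference past the threshold (−0.408, exact p = 0.0119). Without peaks of the shortest width, the T-box difference for β-catenin was −0.462 (exact p = 0.0357) and lost its call after adjustment. Regions called in 3 of 3 libraries gave a SOX2 co-occupancy with β-catenin of 49.7% in WT and 33.8% in CdxKO, and with LEF1 of 10.7, 9.04 and 5.90% in WT, CdxKO and T/BraKO. Losses defined as at most 1 mutant library gave odds ratios of 13.2 and 23.7 for SOX2 and β-catenin in CdxKO and T/BraKO, and of 157 for β-catenin and LEF1 in CdxKO (95% interval 9.15 to 2692). No region was lost for β-catenin alone there, so the last value exists only through the 0.5 added to each count and has no stable size.

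Leaving out 1 library moved the counts of regions, in part by construction, since 2 of 2 libraries are met more easily than 3 of 3. Against noCHIR, SOX2 regions only in CHIR ranged from 136 to 483 (lowest without noCHIR replicate 3, highest without CHIR replicate 2; CHIR replicates 1 and 3 gave 473 and 231), and those only in noCHIR from 3270 to 5115 (highest without noCHIR replicate 3). Against CdxKO, regions only in WT ranged from 65 to 362 for SOX2 (highest without WT replicate 2), 475 to 930 for β-catenin (WT replicate 2) and 55 to 226 for LEF1 (WT replicate 2). Those only in CdxKO ranged from 977 to 1954 (WT replicate 3), 353 to 742 (CdxKO replicate 3) and 146 to 386 (CdxKO replicate 2). Against T/BraKO, regions only in WT ranged from 44 to 295 (WT replicate 2), 483 to 816 (WT replicate 1) and 134 to 342 (WT replicate 2), and those only in T/BraKO from 735 to 1761 (T/BraKO replicate 1), 767 to 1452 (T/BraKO replicate 2) and 45 to 233 (T/BraKO replicate 1). Every WT library moved at least 1 count of its factor by over 1.5 times, and so did every mutant library and, of the noCHIR libraries, replicate 3.

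The excess overlap kept its sign without any 1 library. For SOX2 it ranged from 0.0814 to 0.122 against noCHIR, 0.0170 to 0.0474 against CdxKO and 0.00681 to 0.0363 against T/BraKO. For LEF1 it ranged from 0.00144 to 0.00303 against CdxKO and 0.000620 to 0.00211 against T/BraKO. Both groups weighed the same in these values, as with 3 libraries each. This weighting was chosen after values with all pairs pooled had been seen, in which the larger group weighs more. Pooled, 11 of the 42 values were below 0, for example −0.0128 for SOX2 without CdxKO replicate 1, against 0 of 42 with equal weights. The SOX2 genotype share ranged from 29.7 to 33.4% and missed the threshold without any CdxKO library or T/BraKO replicates 2 or 3 (exact p up to 0.154). The LEF1 share ranged from 28.7 to 29.0% and missed it without any CdxKO library (exact p up to 0.0929). With 8 libraries the share that any grouping takes is higher by construction than with 9.

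The CDX difference of CdxKO from the other two genotypes ranged from −4.80 to −3.87 for SOX2, −4.81 to −4.18 for β-catenin and −1.21 to −0.958 for LEF1. Without any CdxKO library the smallest p is 0.0357, and these calls then missed 0.05 after adjustment, as the LEF1 call also did without T/BraKO replicate 3. The T-box difference ranged from −0.613 to −0.408 for β-catenin and missed 0.05 after adjustment without each of the 9 libraries. Without a T/BraKO library the smallest p of the T-box test is likewise 0.0357, so those misses are partly set by the design. For SOX2 the T-box difference ranged from −0.160 to −0.0550 and passed only without WT replicate 1 (−0.155).

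Differences in log10 peak number ranged from −0.0782 (without WT replicate 3) to 0.456 for β-catenin against CdxKO and from −0.0102 (without WT replicate 3) to 0.524 against T/BraKO. For LEF1 they ranged from −0.261 to 0.0469 and from −0.320 to 0.0397, with both highest values without WT replicate 3. SOX2 Hox peaks against CdxKO ranged from −10.5 (without WT replicate 3) to 12, and without CdxKO replicate 2 the difference was −0.5. Promoter differences ranged from −0.163 (without WT replicate 1) to 2.77 for β-catenin against CdxKO, from −2.13 to 0.801 against T/BraKO (reversed without WT replicates 2 or 3), and from −0.353 to 0.703 for LEF1 against T/BraKO (reversed without WT replicate 1 or T/BraKO replicate 1).

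Replicate numbers did not pair the libraries: the 36 correlations of deviations between libraries of the same number ranged from −0.0215 to 0.0357, and 0 exceeded 0.1. With the replicate number as a block, the values stayed as they were and only the reachable p changed. The excess overlap (0.0956 for SOX2 against noCHIR, for example) and the motif shares then had an exact p of 0.25, the smallest of that design, except the SOX2 T-box share with 0.75. The genotype shares of 27.2, 28.7 and 25.3% each had a blocked p of 0.0278, the smallest of 36 assignments.

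The cut at 20000 peaks and the length of the lists limit these results. A region outside the 20000 best peaks is not an unbound region, and of the 48 SOX2 regions only in WT against CdxKO, 16 were in none of the full CdxKO lists and 5 were in all 3. Libraries had between 10.5 and 28.7 M implied reads and between 26940 and 1008922 peaks, and a weaker site can be missed in a short list. The shortest list came from the library with the most implied reads, although that total rests on an assumed scaling of its treatment by 0.833. A short list therefore need not stand for low depth here.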

Other observations

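The tests of other splits and other trios of the libraries, of list quality by the T/BraKO lists, of list length against implied depth, and of LEF1 overlap without peaks of the shortest width were chosen only after the results they bear on had been seen. The test of other letter orders was first run on a random part of the orders and then extended to all of them once that outcome was known.

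Splits of the 6 libraries of a comparison cannot exclude chance for a count of regions called in 3 of 3 libraries of one group and 0 of 3 of the other, because they are 10 in number and the real split alone is a share of 0.1. For SOX2 with CHIR against noCHIR, 1 of the 10 splits, the real one, gave as many such regions in both directions together (3066, with 597 in the highest other split). For CdxKO, 1 of 10 splits did so for SOX2 (825 against 513), 1 for β-catenin (617 against 441) and 1 for LEF1 (146 against 123). For T/BraKO, 1 of 10 did so for β-catenin (981 against 513) and 1 for LEF1 (135 against 97). For SOX2 it was 2 of 10, since another split gave 777 against 632 in the real one.

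Trios drawn from all libraries of a factor allow smaller shares. The noCHIR libraries called 890 regions that no other SOX2 library called, as did 1 of the 220 trios of SOX2 libraries, the real one (129 in the highest other trio). An arbitrary trio is thus excluded as the source of the regions particular to noCHIR. The same held for β-catenin in T/BraKO (199 regions, 1 of 84 trios, 184 in the highest other) and for LEF1 in CdxKO (43, 1 of 84, 34 in the highest other), by narrow margins. It did not hold for SOX2 in CdxKO (55 regions, 12 of 220 trios as many), in T/BraKO (38, 26 of 220) or in WT CHIR (7, 187 of 220), nor for the remaining groups of β-catenin and LEF1. These trios mix genotypes and treatments, so they show that a group stands apart, not why.

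The CDX motif was concentrated in regions that WT libraries called and CdxKO libraries did not: 46.9% of the 377 β-catenin regions held it. Base composition is argued against as the whole cause. Of the 209 other orders of the same letters, 0 were found in as large a share of these regions, where the highest order reached 35.5% and the median order 13.8%. Regions called only in WT against T/BraKO held the CDX motif in 11.2% of cases (95% Wilson interval 8.54 to 14.6%), against 8.80% in regions called in all 6 WT and CdxKO libraries, so a class of regions that drops out of any mutant list is not enough either. For LEF1 the share was 44.7% of 38 regions, and 0 of 209 orders reached it (highest 39.5%). LEF1 regions only in WT against T/BraKO held the motif in 16.0% (10.3 to 24.2%), against 8.15% (5.89 to 11.2%) in regions called in all 6. Regions lost in either mutant could therefore account for part of the LEF1 share. The sets against CdxKO and against T/BraKO share regions, since 38 β-catenin and 16 LEF1 regions were called in the WT libraries alone. Many of these regions were still called in CdxKO below the 20000 best peaks: 169 of the 377 β-catenin regions and 3 of the 38 LEF1 regions were in none of the full CdxKO lists. A candidate explanation is that CDX proteins bind at or next to these regions and that β-catenin and LEF1 peaks rank higher there while CDX is present. It remains a hypothesis here, because the regions were defined and tested on the same libraries. Other differences between the CdxKO and WT cells, such as indirect changes of chromatin, were not tested here. The paper reports less SOX2, β-catenin and LEF1 in CdxKO cells at elements that SOX2 and CDX2 both occupy. It saw no discernible change of nucleosome occupancy in either mutant, and proposes that CDX directs recruitment. Its elements were not matched to these regions.

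For SOX2 the same share was 56.3% of 48 regions, and again 0 of 209 letter orders reached it (highest 37.5%). Here the comparison with T/BraKO left more open. The 37 SOX2 regions only in WT against T/BraKO held the motif in 27.0% of cases (15.4 to 43.0%), above the 9.22% of regions called in all 6 libraries and below 56.3%, with intervals that touch those of the CdxKO regions (42.3 to 69.3%). Each of the shares 27.0 and 56.3% lay outside the interval of the other. This argues against regions lost in either mutant as the whole source of the SOX2 enrichment. Whether they account for part of it cannot be decided at 37 and 48 regions. These sets share at least the 7 regions that the WT CHIR libraries alone called. The rule for reading the 27.0% was made stricter after it was seen, so both sides are given.

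Across the 20000 best peaks, the lower CDX share of CdxKO lists was likewise tested against base composition. The log2 ratio of the WT to the CdxKO share was 0.57 for SOX2, and 1 of the 209 other letter orders had a ratio as large. The median order was already at 0.30, with 47.1 ± 1.24% GC (SD, n = 3) in WT and 49.4 ± 0.619% in CdxKO windows, so base composition is argued against only as the whole of the SOX2 difference and could account for a large part of it. For β-catenin the ratio was 0.55 with 0 orders as large and the median order at 0.10. For LEF1 it was 0.14 with 0 as large and a median of 0.05, although the highest LEF1 order reached nearly the same ratio. A poorer quality of mutant lists as such is argued against for SOX2 and β-catenin, because T/BraKO lists had a CDX share 3.55 and 4.65 percentage points above CdxKO lists, with no overlap between libraries. Their own motifs were similar, with SOX motif shares of 23.2 ± 2.74 and 24.8 ± 1.82% (SD, n = 3) and TCF/LEF shares of 32.1 ± 4.30 and 29.2 ± 1.55%. For LEF1 the gap was 0.903 percentage points, and the T/BraKO lists had a lower TCF/LEF share (16.7%) than the CdxKO lists (21.6%). List quality and genotype cannot be told apart for LEF1, because both differ in the same libraries. A direct effect of CDX loss on these shares may explain the β-catenin difference and the rest of the SOX2 difference, and was not tested in any other way here.

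Without CHIR, SOX2 lists also had a lower CDX share, with a log2 ratio of CHIR to noCHIR of 0.70. In this comparison 14 of 209 letter orders gave a ratio as large, up to 0.93, and the median order was at 0.42. Summit windows of the CHIR lists had 47.1 ± 1.24% GC (SD, n = 3) and those of the noCHIR lists 49.8 ± 1.34%. Base composition could therefore account for this difference, and a role of CDX sites in it stays open.

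The T-box motif gave a weaker picture for β-catenin. The log2 ratio of the WT to the T/BraKO share was 0.41, and 3 of 419 other letter orders were as large. Among β-catenin regions only in WT against T/BraKO, 19 of 419 (4.53%, 95% Wilson interval 2.92 to 6.97%) held the motif, against 1.19% (0.893 to 1.58%) of regions in all 6 and 1.25% (0.605 to 2.55%) of regions only in T/BraKO. T/BRA binding may therefore explain some of these regions, but most of them held no such motif.

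SOX2 lists from WT CHIR libraries held the SOX motif less often than any other SOX2 group. A lower quality of long lists was tested in the 9 SOX2 libraries of the other 3 groups, where SOX motif share against log10 peak number had a Pearson r of −0.353 (exact permutation p = 0.352) and a Spearman rho of −0.517 (exact p = 0.162). Without the 2 libraries farthest from the median peak number, r was −0.704 (exact p = 0.0917). The 9 libraries do not decide it, so library quality and the WT CHIR state cannot be told apart as sources of the low share. Over all 12 SOX2 libraries r was −0.686 (permutation p = 0.0136), but these include the WT CHIR lists to be explained. Per the paper, CHIR also reduced SOX2 expression in these cells, so the contrast with noCHIR is also one of SOX2 level. No SOX2 level was measured here. In the 1000 best peaks the share was 35.7 ± 3.71% (SD, n = 3) in WT CHIR, 37.2 ± 2.51% in CdxKO, 37.1 ± 2.65% in T/BraKO and 43.3 ± 3.58% in noCHIR, so the gap to the mutants was smaller there than the spread between libraries. At ranks 5001 to 20000 it was 14.1 ± 3.10%, 21.5 ± 1.98%, 20.1 ± 3.19% and 27.2 ± 3.73%.

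Longer lists came from libraries with fewer implied reads. The Pearson r of log10 peak number with implied reads was −0.850 over 12 SOX2 libraries (permutation p = 0.00105, Benjamini-Hochberg adjusted p = 0.00315 over 3 factors; Spearman rho −0.762, p = 0.00528), and it was −0.828 for deviations from the group means. Without the 2 libraries farthest from the median depth it was −0.501 (permutation p = 0.138), so the relation rests on those libraries. For β-catenin r was −0.843 over 9 libraries (exact p = 0.00627, adjusted p = 0.00941; rho −0.667, p = 0.0589) and −0.459 without the 2 farthest (exact p = 0.321). For LEF1 r was 0.0690 (exact p = 0.858, adjusted p = 0.858; rho −0.0500, p = 0.912; −0.0913 without the 2 farthest), which decides nothing. More reads giving longer lists is the opposite of what SOX2 and β-catenin showed. Peaks of the shortest width are not the whole cause, since over wider peaks r was still −0.808 for SOX2 (permutation p = 0.00328; rho −0.636, p = 0.0285) and −0.811 for β-catenin (exact p = 0.0114; rho −0.467, p = 0.213). These values too fell without the 2 farthest libraries, to −0.306 and −0.397. For LEF1 r over wider peaks was 0.210 (exact p = 0.581; rho 0.0833, p = 0.843; −0.0106 without the 2 farthest). The implied reads assume a common genome size and a fragment length equal to the shortest peak width. A lower complexity of the libraries was not tested. A scaled treatment was inferred only for T/BraKO SOX2 replicate 3, and the effect of scaling on list length was not tested. No biological explanation was tested.

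Between 25.9 and 66.0% of the peaks of a list had exactly the shortest width of that list (98 to 135 bp), while between 0.389 and 0.778% were 1 bp wider. Stacks of reads at a single position would put the summit in the middle of such peaks. The summit was at the middle in 1.02 to 3.41% of the shortest peaks and in 1.39 to 3.32% of peaks 1 to 10 bp wider, which argues against stacks. The peak caller's minimum length is a candidate source that was not tested. The percentage of shortest peaks fell with implied depth within every factor, with r of −0.843 for SOX2 (permutation p = 0.00029, rho −0.783, p = 0.00386; −0.812 without the 2 farthest), −0.889 for β-catenin (exact p = 0.00208, rho −0.583, p = 0.108; −0.693) and −0.972 for LEF1 (exact p = 7.7e-05, rho −0.917, p = 0.00131; −0.930).

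LEF1 lists hardly overlapped. Over the 36 pairs of CHIR libraries the Jaccard index was 0.0182 to 0.0417 for LEF1 and 0.173 to 0.322 for β-catenin. Repeats at the top of the lists are argued against as the cause, because the highest LEF1 index without summits in repeats was 0.0321. Without peaks of the shortest width it was 0.0416, so these peaks are argued against as well. Among the 1000 best peaks the mean index was 0.200 for LEF1 and 0.463 for β-catenin. The TCF/LEF motif was found in 58.2 ± 9.11% (SD, n = 3) of the 1000 best WT LEF1 peaks, 22.4 ± 4.02% at ranks 1001 to 5000 and 14.6 ± 1.87% at ranks 5001 to 20000, with 8.55 ± 0.131% in moved windows of the 20000 best peaks. A short stretch of shared LEF1 sites followed by peaks that differ between libraries is a reading of these values. Its origin was not tested, and comparisons of LEF1 lists at 20000 peaks rest mostly on peaks of the latter kind.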
